A study of Sus scrofa with 2 samples. Its data were reported in "Genome-wide landscape of DNA methylomes and their relationship with mRNA and miRNA transcriptomes in oxidative and glycolytic skeletal muscles" (2016).

How the data were processed

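Small RNA was sequenced from 2 skeletal muscles of the pig, the *longissimus dorsi* (LDM), a glycolytic muscle of the back, and the *psoas major* (PMM), an oxidative muscle of the loin. Animals were 210 days old. Per the study's methods, equal amounts of total RNA from several pigs were mixed within each muscle, and a small RNA library of each mixture was read single-end. There was therefore 1 library per muscle, and the spread between pigs was not measured. The submitters' processing notes name the genome build Sscrofa 10.2. The read mapper, the miRNA reference release and the normalisation method were not given in the sources used here.

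The deposited table gave each entry a consensus sequence, its length, a value for LDM, a value for PMM, their sum and a p-value. Per the file headers the values are reads normalised by the authors, and they are treated here as a signal that is never negative. The authors' normalisation could be read in part from the values. In LDM all but 1 of the values above 0 were whole multiples of 1.15 units (tolerance 0.001 of a multiple), and in PMM 592 of 593 values above 0 were whole numbers. The smallest value above 0 was 3 such steps in either library, so entries under 3 reads were listed at 0. LDM values therefore appear to be reads multiplied by 1.15 and PMM values reads as counted. The only row that broke the pattern in either library was that of miR-23a-3p. Its values were kept as deposited, and the exchanged reading was added as an alternative after seeing the data. The p-value column, headed as a Fisher exact test in the authors' deposited table, equalled a 2-sided exact binomial test of the rounded values in every entry of the table (tolerance 0.001). It compares 2 libraries and not the muscles of several animals, and it was not used to choose miRNAs.

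Entry names were used as given. Names with ssc are pig miRNAs (281 entries), and the authors' names beginning with PN (100 entries) and PC (287 entries) are kept as they stand, since their meaning was not given in the sources used here. Host and neighbouring genes of the ssc entries were looked up by name in a RefSeq gene table of assembly Sscrofa11.1, where 264 of 281 ssc entries had a match. That assembly is not the authors' build, and no coordinates are given.

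The ratio of PMM to LDM was computed from the deposited values. On the log2 scale a pseudocount of 1 RPM (normalised reads rescaled to a library total of 1000000), or 8.65 units of the mean library, was added to both values, which understates the change of low entries. Fold values without a log2 label carry no pseudocount. Counts of miRNAs at least 2-fold apart were taken from the log2 ratio with its pseudocount, among the 185 entries with a mean of at least 10 RPM. No test across conditions was possible with 1 library per muscle, so no p-value is given for a difference. A 95% interval of each ratio was taken from the exact conditional binomial distribution of the reads, and shares of reads have an exact Clopper-Pearson interval. Reads carried no molecular identifiers, so these intervals cover counting error only. An entry at 0 was compared with the other library through a floor of 3 reads per library. For list medians and for the agreement of arms and clusters, reads were redrawn 1000 times from a Poisson distribution to give a 95% counting interval.

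Before the data were examined, 20 miRNA lists, the scaling, pseudocount, filter and fold alternatives and the rule for naming miRNAs were fixed. The rule names the 10 miRNAs with the highest mean, the 8 with the largest ratio in each direction among the 91 entries with a mean of at least 100 RPM, the 11 named by the study, and up to 4 members per list. Each precursor was represented in a list by its highest entry. The median log2 ratio of a list was placed among 10000 random lists of the same size matched on level, drawn from the 20 nearest precursors in level, and the percentile describes these libraries only. Random members were drawn singly and without regard to clusters. A list whose members share a cluster and change together can therefore reach an extreme percentile more easily. Members of 1 cluster were compared through the root mean square of their differences in log2 ratio, which replaces the SD first planned because the order within a pair is arbitrary. A trimmed mean of log ratios was written by hand for the deposited values, and no read-count package was run on the reads recovered from them. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.

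The scripts were tested on simulated data with the real read levels of all entries, 200 of which were changed 4-fold. Reads were drawn with counting error only, so other sources of scatter were not simulated. Among entries above the level filter, 100% of the 63 changed ones came out at least 2-fold apart in the right direction, and 0% of the 125 unchanged ones came out 2-fold apart. The 95% interval held the true ratio in 96.8% of 664 entries. The list percentile was tested on independent random values and not on the simulated reads, with every member of a shifted list moved by 2 log2 units. Of 100 such lists with no change 14% had a percentile under 5 or over 95, and of 100 shifted lists 100% had a percentile over 95. So large a shift does not show how the percentile behaves for smaller changes or for members that change together. Per-sample columns left unused numbered 0.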

Results

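The miRNA profiles of LDM and PMM were compared in 1 library each, made from RNA pooled over pigs aged 210 days. LDM held 8750049 normalised reads (7603850 reads after division by 1.15 units per read) and PMM 8556672. The entries of the table had consensus sequences of 17 to 26 nt with a median of 22 nt. Entries named after pig miRNAs held 99.1% of the LDM reads and 99.2% of the PMM reads. With 1 library per muscle no difference has a replicate check, and the intervals given cover the counting error of these libraries only.

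Which miRNAs make up each muscle was asked first. miR-1-3p, a miRNA abundant in striated muscle, was the highest entry in both libraries and held 43.6% of the LDM reads (95% interval 43.6 to 43.7) against 28.7% of the PMM reads (28.7 to 28.7). miR-133a-3p, transcribed together with miR-1, fell from 2024439 normalised reads in LDM to 1709700 in PMM. miR-378-3p, a miRNA linked to mitochondrial metabolism, held 11.7% of LDM reads (11.7 to 11.7), where it ranked 3, and 20.1% of PMM reads, where it ranked 2. miR-148a-3p held 3.67% in LDM and 7.17% in PMM, and miR-10b-5p 3.39% and 3.69%. The 10 highest miRNAs together held 92.1% of LDM and 89.4% of PMM.

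Of the entries listed above 0, 349 were in both libraries, 75 in LDM only and 244 in PMM only, so that PMM listed 593. Pig miRNAs made up 29 of the entries listed only in PMM and 4 of those listed only in LDM, while PC entries made up 189 and 65. Most of these were low, since 218 of the 244 and 59 of the 75 had under 10 reads. The highest entry listed only in PMM was PC-311-3p with 259 reads and the highest listed only in LDM was PC-48-3p with 197 reads, both singled out after their values were seen. Over the 349 shared entries the log values of the libraries correlated with a Pearson r of 0.971 and a Spearman rho of 0.953. This correlation runs across miRNAs, which are not independent replicates.

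**Figure D1:**
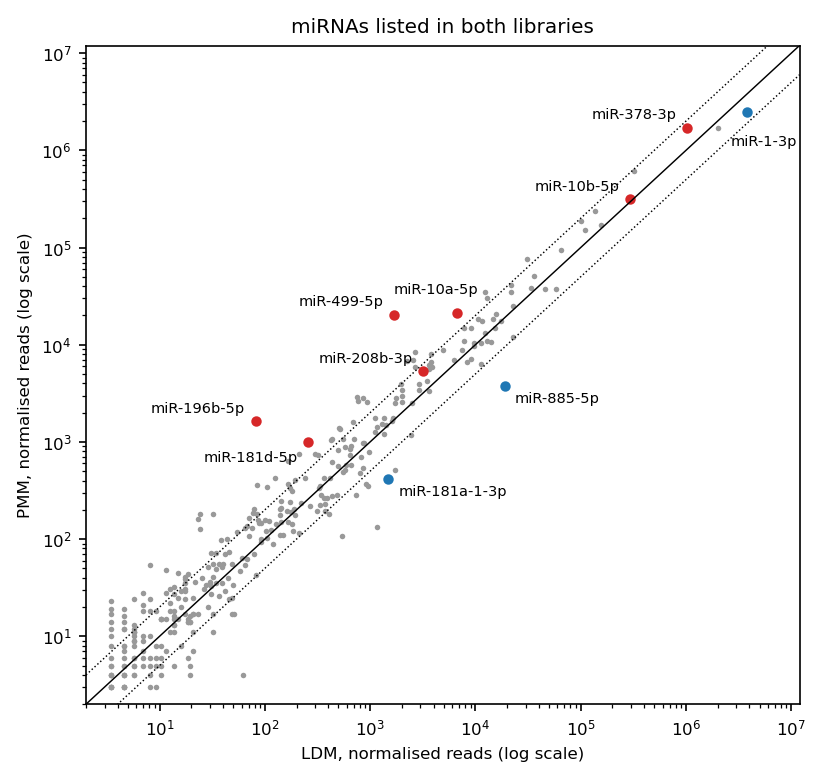
Normalised reads of the 349 entries listed in both libraries, LDM on the x axis and PMM on the y axis, both on log scales. The solid line marks equal values and the dotted lines 2-fold differences, red and blue points are labelled miRNAs that were higher and lower in PMM as deposited, and miR-196b-5p (81.7 and 1644) and miR-499-5p (1673 and 20415) lie farthest above the line among the labelled points. miR-10b-5p falls below the line after centring on the median ratio.

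The comparison of the oxidative with the glycolytic muscle asked which miRNAs differ in level. miR-196b-5p, encoded among HOX genes, was 20.1-fold higher in PMM (95% interval 15.9 to 25.9), with 81.7 normalised reads in LDM and 1644 in PMM. miR-499-5p, encoded within the myosin gene MYH7B, was 12.2-fold higher (11.6 to 12.9), from 1673 to 20415. miR-885-5p, which lies within ATP2B2, went the other way and was 5.07-fold higher in LDM (4.89 to 5.25), with 18984 against 3746. Among the 185 entries above the level filter 40 were at least 2-fold higher in PMM and 12 were at least 2-fold lower. The split depended on the scaling. It was 21 higher and 26 lower after centring on the median ratio, 28 and 17 with a trimmed mean of log ratios, and 23 and 23 with the total of all but the 10 highest miRNAs.

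Among entries with a mean of at least 100 RPM (normalised reads per library total of 1000000), the other miRNAs with the largest ratios in favour of PMM were PN-75-5p (3.86-fold, 3.54 to 4.20), miR-532-5p (3.48-fold, 3.19 to 3.79), miR-28-3p (3.34-fold, 3.08 to 3.63), miR-126-5p (3.21-fold, 3.07 to 3.37), miR-10a-5p (3.14-fold, 3.05 to 3.24) and miR-30a-3p (3.02-fold, 2.87 to 3.18). In favour of LDM, at the same level, were miR-181a-1-3p (3.60-fold, 3.21 to 4.03), PC-289-5p (3.39-fold, 3.06 to 3.75), miR-423-5p (2.09-fold, 1.94 to 2.25), miR-181a-5p (1.92-fold, 1.88 to 1.97), PN-17-3p (1.56-fold, 1.54 to 1.58) and miR-1-3p (1.56-fold, 1.55 to 1.56). miR-23a-3p was listed 1.75-fold higher in LDM, but its row breaks the pattern of whole reads and reads 1.75-fold higher in PMM when its values are exchanged. The median log2 ratio of the 91 entries at that level was 0.47, or 1.39-fold in favour of PMM, so that a ratio near 1.39 lies at the middle of these libraries. Among the 10 highest miRNAs, miR-148a-3p (1.91-fold), miR-27b-3p (1.85-fold), miR-143-3p (1.73-fold), miR-378-3p (1.67-fold) and let-7a-5p (1.46-fold) were above that value. miR-206-3p (1.39-fold) was itself the middle entry of the 91, so it lay at that value by construction.

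**Figure D2:**
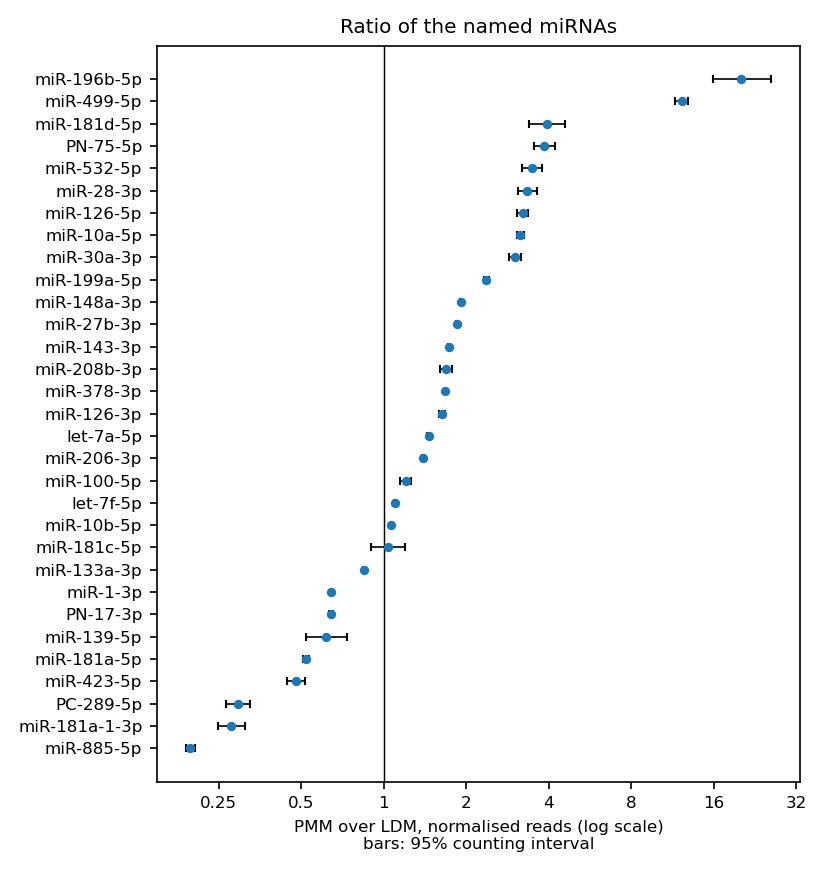
Ratio of PMM to LDM normalised reads, on a log scale, for the miRNAs named by level, by ratio or by the study. Bars are 95% counting intervals and the line marks equal values. miR-23a-3p and miR-216-5p, the latter listed at 0 in LDM, are not drawn. miR-196b-5p at 20.1 and miR-499-5p at 12.2 stand at the top and miR-885-5p at the bottom, while miR-10b-5p, let-7f-5p, miR-100-5p and miR-181c-5p lie near 1 and change side with the scaling.

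The miRNAs that the study named were looked at as a list. Of the 11, 10 were higher in PMM as deposited and miR-139-5p was 1.62-fold higher in LDM (1.36 to 1.92). The study named 6 of them for their level in PMM and 5 for promoter methylation that differed between the muscles, and it gave the level of miR-378 as well, so the list is not independent evidence of direction. The median log2 ratio was 0.74, at the percentile 94.8 of random lists. miR-378-3p (consensus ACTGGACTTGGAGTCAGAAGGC), whose precursors lie within PPARGC1B and BCAS3 in assembly Sscrofa11.1, was 1.67-fold higher in PMM (1.67 to 1.68), with 1025832 normalised reads in LDM and 1716472 in PMM. Its log2 ratio was 0.74 as deposited and 0.27 relative to the median of these libraries. miR-126-3p, an endothelial miRNA hosted by EGFL7, was 1.63-fold higher (1.59 to 1.68) and miR-199a-5p 2.37-fold higher (2.32 to 2.42). miR-208b-3p, encoded within the slow myosin gene MYH7, was 1.69-fold higher (1.61 to 1.77). miR-181d-5p was 3.94-fold higher (3.40 to 4.57), while its cluster neighbour miR-181c-5p differed by less than its counting error (1.04-fold, 0.898 to 1.19). miR-10b-5p was 1.06-fold higher (1.06 to 1.07) and miR-100-5p 1.20-fold higher (1.15 to 1.26), and these, with miR-181c-5p, became lower in PMM under centring, the trimmed mean and the total without the 10 highest. miR-216-5p was listed at 0 in LDM with 14 reads in PMM, at least 4.06-fold higher against the floor of 3 reads per library, with a lower counting limit of 1.13 against 3 reads in LDM.

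Muscle-enriched miRNAs were lower in PMM in 3 of 4 listed members, with a median log2 ratio of −0.28 at the percentile 0.14. miR-1-3p, miR-133a-3p (1.18-fold higher in LDM) and miR-133b-3p (1.24-fold higher in LDM) were the 3, and miR-206-3p was 1.39-fold higher in PMM. miR-486 was not found by name. miR-1 with miR-133a, and miR-133b with miR-206, share clusters, so these members are not separate evidence and the percentile may be extreme for that reason. With all entries of these precursors the median became 0.12. The miRNAs encoded in myosin genes, miR-499-5p and miR-208b-3p, had a median of 2.18 at the percentile 100, and both had been singled out by the study. The miR-378 family had 1 listed member and a percentile of 65.5.

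The miRNAs encoded among HOX genes, which mark body position, were higher in PMM in 4 of 4 members as deposited, with a median of 1.09 at the percentile 97.0. That median ranged from 0.55 with all entries of these precursors, or 0.69 after centring, to 1.65 with members of at least 10 RPM. miR-10a-5p was 3.14-fold higher in PMM and miR-196b-5p 20.1-fold, whereas miR-10b-5p (1.06-fold) fell below 1 after centring and miR-615-3p had only 11 and 22 reads (1.74-fold, 0.808 to 3.97). The list of miR-23, miR-24 and miR-27 had a median of 0.91 at the percentile 95.8, with 4 members higher in PMM, among them miR-27b-3p (1.85-fold), miR-24-3p (1.89-fold) and miR-23b-3p (2.23-fold), and 1 lower as deposited, the doubtful miR-23a-3p. After centring the median was 0.44. Members of this list share clusters, so they are not separate evidence and the percentile may be extreme for that reason. Of the DLK1-DIO3 imprinted cluster 3 of 42 members were found by name, and these had a median of 0.88 at the percentile 76.1. That median is the value of miR-432-5p, which had only 15 and 39 reads (2.26-fold, 1.22 to 4.41). miR-127-3p was 2.62-fold higher in PMM (2.35 to 2.92), and miR-136-5p differed by less than its counting error (1.05-fold, 0.900 to 1.24).

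Markers of other cells in muscle were mostly higher in PMM as deposited, and less so relative to the middle of these libraries. Endothelial miRNAs had a median log2 ratio of 0.61 (0.15 after centring, percentile 76.3), with miR-130a-3p 1.95-fold and miR-221-3p 1.46-fold higher and miR-222-3p at 0.882-fold (0.623 to 1.25). Fibroblast miRNAs had a median of 0.83 (0.36 after centring, percentile 93.3), with miR-199b-5p 1.80-fold, miR-152-3p 1.76-fold and miR-21-5p 1.39-fold higher. Leukocyte miRNAs had a median of 0.83 (0.39 after centring, percentile 90.9), with miR-146a-5p 2.31-fold, miR-155-5p 1.86-fold and miR-142-3p 1.43-fold higher. Smooth muscle miRNAs had a median of 0.46 (percentile 55.7), from miR-143-3p and from miR-145-5p at 1.09-fold, and the median fell just below 0 after centring. miR-451-5p of red blood cells was 1.18-fold higher (percentile 44.8) and became lower under 3 of the scalings. Epithelial miRNAs were near the floor, with miR-205-5p at 28 and 11 reads and miR-429-3p at 0 and 3 reads, and the sign of their median was set by the pseudocount (−0.31, percentile 0, but 0.34 with 0.1 RPM). In the liver and nerve list only 1 of 4 members had at least 10 RPM, so that the median of 0.48 (percentile 57.6) rests on entries near the floor and was 2.22 for that member alone. There miR-122-5p had 7 and 10 reads, and miR-9-5p, a miRNA of nerve tissue, was 5.65-fold higher in PMM (3.78 to 8.74) from 28 reads in LDM. The endothelial and fibroblast lists hold miR-126 and miR-199a, which the study named from these libraries.

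**Figure D3:**
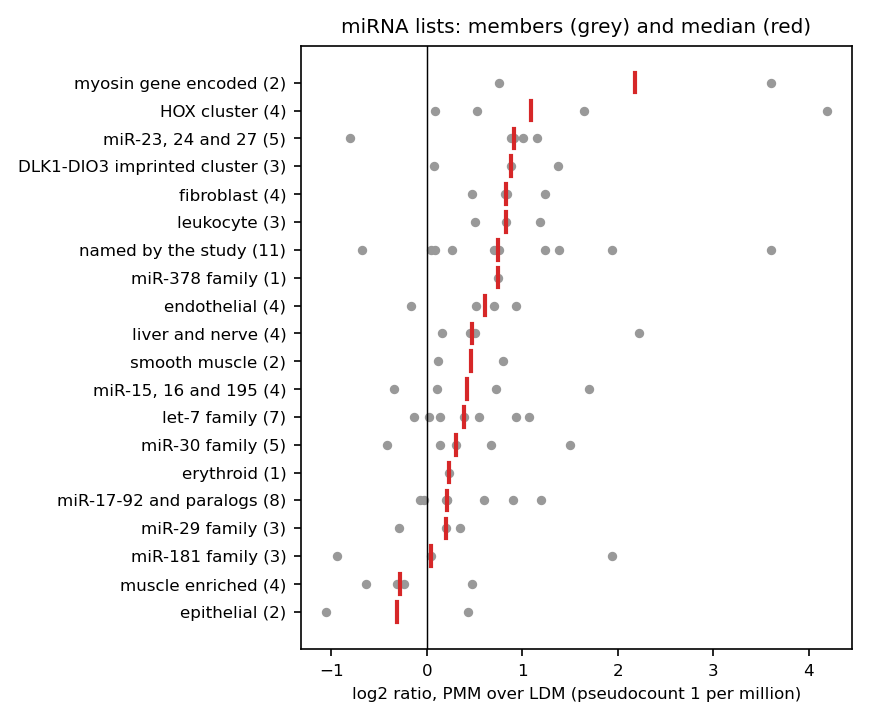
Log2 ratio of PMM to LDM for the members of the 20 lists (grey points) and the median of each (red bars), with the number of listed members in parentheses. Medians run from −0.31 for epithelial, which turns positive with a lower pseudocount, to 2.18 for myosin gene encoded as deposited, and the smooth muscle, erythroid, let-7, miR-17-92, miR-181, miR-30, miR-29 and miR-15 with miR-195 medians fall below 0 after centring.

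The medians of the large families lay near the middle of the libraries, and by name they turned negative after centring. A median counts each member equally, whatever its level. Summed over members, the miR-181 family fell from 2703 RPM in LDM to 1566 RPM in PMM, with miR-181a-5p 1.92-fold higher in LDM. The miR-15, miR-16 and miR-195 sum went from 1212 to 1120 RPM, and the sums of the other families here were higher in PMM. The let-7 family had a median of 0.39 (percentile 45.3), from let-7c-5p at 2.11-fold to miR-98-5p at 1.10-fold higher in LDM, and its members share nearly identical sequences, so the split of reads among them is uncertain. The miR-30 family had a median of 0.31 (percentile 42.6), with miR-30a-5p 2.83-fold higher in PMM and miR-30b-5p 1.34-fold higher in LDM. The medians were 0.20 for the miR-29 family (percentile 30.8), 0.21 for the 8 of 14 miR-17-92 miRNAs and paralogs found by name (percentile 33.1), 0.42 for miR-15, miR-16 and miR-195 (percentile 59.3) and 0.05 for 3 of 4 miR-181 members found by name (percentile 40.1). With miR-18PN-1-5p, an entry 1 position from miR-181d-5p in sequence and 1.49-fold higher in PMM (1.40 to 1.58) that was added after its values were seen, the miR-181 median was 0.31. With miR-20-5p, matched by its gene symbol, and 3 PN entries that share positions 2 to 8 of their sequence with a member, all added after their values were seen, the miR-17-92 median was 0.55 and stayed above 0 after centring (0.0758). Other entries with PN and PC names were not matched to lists. An ssc entry named with another letter was missed as well, as miR-124a-3p was for miR-124 in the liver and nerve list. Lists may therefore lack members. In these groups miR-17-5p was 2.30-fold and miR-497-5p 3.40-fold higher in PMM, and miR-16-5p was 1.27-fold higher in LDM. Reads shared between miR-133a and miR-133b, miR-10a and miR-10b, miR-23a and miR-23b or miR-27a and miR-27b are uncertain in the same way. miR-1-3p and miR-206-3p differ at more positions than let-7a-5p and let-7f-5p do, and sharing of reads between them was not measured.

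miRNAs of the same cluster were compared as a rough look at scatter in the absence of replicates, although the miR-24, miR-92a, miR-30c and miR-133a entries each join 2 precursors, of which only 1 lies in the cluster. In 21 pairs from 15 clusters the root mean square difference in log2 ratio was 0.90, against 1.28 for random pairs matched on level. It was 1.03 in the 15 pairs without such joined entries and 0.81 with the miR-23a-3p values exchanged, both chosen after the data were seen. miR-99b-5p, miR-125a-5p and let-7e-5p lay within 0.15 of each other. miR-181c-5p and miR-181d-5p differed by 1.89, miR-23a-3p and miR-27a-3p by 1.82 as deposited (0.20 exchanged), miR-195-5p and miR-497-5p by 1.59 and miR-127-3p and miR-136-5p by 1.30. The 5p and 3p arms of the same miRNA differed by a median of 0.53 in 45 pairs, with 10 pairs over 1 and 13 of opposite sign. Without the 8 pairs that hold an entry joining 2 precursors, left out after the data were seen, the median was 0.53, with 8 of 37 pairs over 1 and 10 of opposite sign. miR-532-5p was 3.48-fold higher in PMM and miR-532-3p 1.26-fold higher in LDM. miR-423-5p had a log2 ratio of −1.06 against 0.00956 for miR-423-3p, and miR-28-3p one of 1.73 against 0.64 for miR-28-5p.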

Values the study reported

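The study reported 668 unique miRNAs over LDM and PMM together, of which 175 were called differentially expressed between the muscles. It named miR-378 as the second most abundant miRNA in LDM and in PMM.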

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

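The values with only ssc entries, with miR-23a-3p exchanged, with entries added to the miR-181 and miR-17-92 lists, without joined entries and with recovered reads were chosen after seeing the data, and all others were planned. A list median, or the ratio of an miRNA of the naming rule or a list, is given below where it changed sign, and a list median also where it left its 95% counting interval. Of the 83 miRNAs of the naming rule and the lists 64 kept their direction under every alternative run, as did 10 of the 20 lists. Centring, the trimmed mean and the total without the 10 highest miRNAs multiply every PMM value by a single factor below 1, which lowers every ratio by construction, and the cause of the other changes was not tested.

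Of the counts of miRNAs higher and lower by the 2-fold limit (40 and 12), there were 21 and 26 after centring, 23 and 23 with the total without the 10 highest, 84 and 35 with no filter on low values, and 19 and 4 at a mean of at least 100 RPM. A limit of 1.5-fold gave 74 and 25 and a limit of 4-fold 8 and 5. Fewer entries were listed at stricter limits, with 170 in LDM at 10 RPM, and in PMM 327 at 1 RPM and 189 at 10 RPM. Of ssc entries alone, 252 were listed in LDM and 277 in PMM. The highest miRNA alone held 43.6% of LDM and 28.7% of PMM and the 5 highest 85.6% and 79.6%. At a mean of at least 100 RPM the scatter within clusters was 0.65 and the difference between arms 0.68. With miR-23a-3p exchanged the scatter was 0.81, or 0.45 at that level, and without entries that join 2 precursors 1.03.

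The log2 ratios of miR-10b-5p, let-7f-5p, miR-100-5p and miR-181c-5p were −0.38, −0.33, −0.20 and −0.41 after centring. With the trimmed mean they were −0.18, −0.14, −0.0087 and −0.22, and with the total without the 10 highest −0.29, −0.24, −0.11 and −0.32. Exchanged, miR-23a-3p had a log2 ratio of 0.81. Among the other list members, log2 ratios that changed sign were, after centring, −0.35 for miR-145-5p, −0.24 for miR-451-5p, −0.0747 for miR-122-5p, −0.0801 for let-7g-5p, −0.45 for let-7e-5p, −0.26 for miR-19b-3p, −0.14 for miR-18a-5p, −0.10 for miR-363-3p, −0.38 for miR-136-5p, −0.33 for miR-30c-5p, −0.16 for miR-30d-5p, −0.27 for miR-29a-3p, −0.12 for miR-29c-3p and −0.37 for miR-195-5p. With the trimmed mean they were −0.15 for miR-145-5p, −0.0396 for miR-451-5p, −0.25 for let-7e-5p, −0.0652 for miR-19b-3p, −0.00228 for miR-18a-5p, −0.19 for miR-136-5p, −0.14 for miR-30c-5p, −0.0709 for miR-29a-3p and −0.17 for miR-195-5p. With the total without the 10 highest they were −0.26 for miR-145-5p, −0.14 for miR-451-5p, −0.0312 for miR-122-5p, −0.35 for let-7e-5p, −0.17 for miR-19b-3p, −0.074 for miR-18a-5p, −0.0422 for miR-363-3p, −0.29 for miR-136-5p, −0.24 for miR-30c-5p, −0.0709 for miR-30d-5p, −0.17 for miR-29a-3p, −0.0239 for miR-29c-3p and −0.27 for miR-195-5p.

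With both libraries rescaled to the same total, list medians were −0.24 for muscle-enriched miRNAs, 0.77 for the miRNAs named by the study, 0.77 for the miR-378 family, 0.49 for smooth muscle, 0.42 for the let-7 family, 0.24 for the miR-29 family and 0.95 for the miR-23 and miR-27 group. After centring on the median ratio, list medians were −0.75 for muscle-enriched miRNAs, 1.71 for myosin gene miRNAs, 0.27 for the miRNAs named by the study, 0.27 for the miR-378 family, 0.15 for endothelial, 0.36 for fibroblast, −0.0135 for smooth muscle, −0.24 for erythroid, 0.39 for leukocyte, −0.0801 for the let-7 family, −0.12 for miR-17-92 with paralogs, 0.69 for the HOX miRNAs, −0.41 for the miR-181 family, −0.16 for the miR-30 family, −0.27 for the miR-29 family, 0.44 for the miR-23 and miR-27 group and −0.0507 for the miR-15 and miR-195 group. With the trimmed mean of log ratios, list medians were −0.55 for muscle-enriched miRNAs, 1.90 for myosin gene miRNAs, 0.47 for the miRNAs named by the study, 0.47 for the miR-378 family, 0.34 for endothelial, 0.56 for fibroblast, 0.18 for smooth muscle, −0.0396 for erythroid, 0.12 for the let-7 family, 0.0111 for miR-17-92 with paralogs, 0.85 for the HOX miRNAs, −0.22 for the miR-181 family, 0.0319 for the miR-30 family, −0.0709 for the miR-29 family, 0.64 for the miR-23 and miR-27 group and 0.14 for the miR-15 and miR-195 group. With the total without the 10 highest miRNAs, list medians were −0.65 for muscle-enriched miRNAs, 1.80 for myosin gene miRNAs, 0.37 for the miRNAs named by the study, 0.37 for the miR-378 family, 0.24 for endothelial, 0.45 for fibroblast, 0.0804 for smooth muscle, −0.14 for erythroid, 0.47 for leukocyte, 0.0138 for the let-7 family, −0.0581 for miR-17-92 with paralogs, 0.77 for the HOX miRNAs, −0.32 for the miR-181 family, −0.0709 for the miR-30 family, −0.17 for the miR-29 family, 0.54 for the miR-23 and miR-27 group and 0.0423 for the miR-15 and miR-195 group. With all entries of each precursor, list medians were 0.12 for muscle-enriched miRNAs, 1.87 for myosin gene miRNAs, 0.64 for the miR-378 family, 0.76 for fibroblast, 0.43 for smooth muscle, 0.39 for erythroid, 0.53 for the let-7 family, 0.55 for the HOX miRNAs, 0.31 for the miR-181 family, 0.67 for the miR-30 family, 0.17 for the miR-29 family, 0.89 for the miR-23 and miR-27 group and 0.73 for the miR-15 and miR-195 group. A pseudocount of 10 RPM gave 0.51 for leukocyte and a pseudocount of 0.1 RPM 0.34 for epithelial miRNAs. With miR-18PN-1-5p added the miR-181 median was 0.31. With miR-20-5p added by its gene symbol the miR-17-92 median stayed at 0.21, and with 3 PN entries added as well it was 0.55, or 0.0758 after centring. With members of at least 10 RPM only, the medians were 2.22 for liver and nerve and 1.65 for the HOX miRNAs.

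No paired analysis was possible because there is 1 library per muscle, and leaving a library out was not possible either. No separate count column was used, and the reads recovered from the values, per library total, also gave 40 and 12. Depth limits the low entries, where 3 reads is the smallest value listed.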

Other observations

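The tests on miR-23a-3p, the joint reading of several scalings and the miRNAs named in this paragraph were chosen only after the values were seen. Outside the rule for named miRNAs, miR-184-3p was 8.89-fold higher in LDM (95% counting interval 7.41 to 10.7), with 1020 reads in LDM and 132 in PMM. miR-185-5p was 5.03-fold higher in LDM (4.07 to 6.27) and miR-204-5p, which lies within TRPM3, 2.72-fold higher (2.40 to 3.09). Both arms of miR-885 were higher in LDM, the 5p arm 5.07-fold and the 3p arm 2.58-fold (2.24 to 2.98). On the side of PMM, miR-190-5p was 7.04-fold higher (4.41 to 11.8), miR-130b-3p 4.32-fold (3.35 to 5.64) and miR-146b-5p 3.60-fold (3.06 to 4.26).

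The passenger strands of the miR-181a copies went apart in these libraries. The passenger strand of miR-181a-1 was 3.60-fold higher in LDM (3.21 to 4.03), with 1284 reads in LDM, and that of miR-181a-2 was 1.70-fold higher in PMM (1.63 to 1.78), with 3188 and 6244 reads. The 5p strand that both copies share was 1.92-fold higher in LDM and cannot be assigned to a copy. Arms of the same miRNA often differed here, with 13 of 45 pairs of opposite sign. The passenger strands may therefore not show the level of either copy. In assembly Sscrofa11.1 miR-181a-2 lies within NR6A1, and miR-181a-1 lies elsewhere, within LOC110255652, which is flanked by PTPRC and NR5A2.

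miR-23a-3p was listed lower in PMM. Its value under PMM, divided by the units per LDM read, lay 9.1e-13 from a whole number (5557 reads) and its value under LDM was whole. Both are what an exchange of the values would give, and they argue against the row standing under the right columns. The value listed under LDM lay 0.350 of a read from a whole number, but the row was picked for breaking this pattern, so that distance is not further evidence. Exchanged, miR-23a-3p would be 1.75-fold higher in PMM (1.70 to 1.81), next to 2.02-fold for its cluster neighbour miR-27a-3p. No biological explanation was tested.

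More entries were listed only in PMM (244) than only in LDM (75), a ratio of 3.25. After thinning the PMM reads to the LDM total the mean ratio over 100 draws was 2.65 (2.45 to 2.88), which argues against a deeper PMM library as the whole cause. After thinning until the reads outside the 10 highest miRNAs were equal it was 1.56 (1.36 to 1.76), on both sides of the limit of 1.5 set beforehand, so a larger share of LDM reads taken by a few miRNAs and a true difference between the muscles cannot be told apart. The muscle difference itself stays open as untested.

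More entries were at least 2-fold higher in PMM (40) than at least 2-fold lower (12), a ratio of 3.33. The linear trend on GC content was small (−0.078 log2 per 10 points of GC), and removing it left 96.2% of these 52 entries 2-fold apart in the same direction. This argues against a linear GC trend as the source of the single 2-fold differences. The removal keeps the mean log2 ratio, so it cannot decide whether GC content caused the excess on the side of PMM (39 higher and 11 lower afterwards). After centring the ratio was 0.808, under the limit of 1.5 set beforehand, but centring itself tends to even out the sides. The trimmed mean (28 higher and 17 lower) and the total without the 10 highest (23 and 23) also even out the rest of the library and would remove a true broad rise as well, so a scaling set by a few abundant miRNAs and a difference between the muscles cannot be told apart. The median of the HOX list was 1.14 after removing the GC trend and 0.69 after centring, above and below the limit of 1 set beforehand. After centring the log2 ratio of miR-196b-5p was 3.72 (4.19 as deposited). That of miR-10a-5p was 1.18 (1.65 as deposited), and both stayed higher in PMM.

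In LDM miR-378-3p ranked 3 by normalised reads, below miR-1-3p and miR-133a-3p. That is a lower place than the one quoted from the study above.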
